A study of Mus musculus with 6 samples. Its data were reported in "Regulatory effects of the Uty/Ddx3y locus on neighboring chromosome Y genes and autosomal mRNA transcripts in adult mouse non-reproductive cells" (2020).

How the data were processed

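Nuclear RNA was sequenced from cardiomyocyte nuclei of mouse left ventricles, in 3 libraries from wild-type (WT) mice and 3 from UtyGT mice, which carry a gene trap in the Uty gene of the Y chromosome. Nuclei were released from frozen ventricles, stained with an antibody against PCM1, a protein that gathers around cardiomyocyte nuclei, and sorted by flow cytometry, with 150000 nuclei per library. Total RNA was converted to libraries with a stranded low-input kit that does not select polyadenylated RNA. The sort was made to enrich cardiomyocyte nuclei, so RNA of other cell types in a library came through the sort or as free RNA. Each library carries 1 of the numbers 11, 15 and 31, and each number occurs once in WT and once in UtyGT. The labels state that the procedure was repeated on several days for each strain, but not which number belongs to which day, nor how many animals gave each library. The p-values therefore measure the spread between these libraries, which may be partly technical.

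The authors called bases with CASAVA 1.4, aligned reads to GRCm38 with STAR 2.5.1b, counted reads per gene with featureCounts 1.6.0 on an Ensembl annotation and tested the groups with DESeq2 1.22.2. The strand setting of the counting is not stated, so that values of genes that overlap on opposite strands may share reads. The values the authors deposited for each library are a signal in normalised read counts: gene read counts divided by 1 size factor per library. They are not divided by gene length, although the study names FPKM, a length-scaled unit, for its nuclear RNA values. The deposited mean over libraries is a signal in the same unit. The deposited log2 fold changes and their standard errors are on the log2 scale and run WT over UtyGT, the opposite direction to that used here. The deposited Wald statistic is a score without a unit, and the deposited p-value and adjusted p-value come from the authors' DESeq2 fit. A second deposited table, named for a day effect, holds 4 of the libraries, those of numbers 11 and 31. Its reads differed from those of the larger table for 0 genes, and it was normalised on its own.

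In each library, 100% of the values above 0 were whole multiples of the smallest value, with a tolerance of 0.0001 reads, so that whole reads could be recovered. The libraries held 22425670, 23252887 and 18204752 gene reads in WT and 19900137, 22876369 and 20715907 in UtyGT, for numbers 11, 15 and 31. A count of 0 in a library allows up to 3 reads. Reads are not independent molecules after amplification, so that such floors cover counting error only. Counts of the same group differed far beyond sampling noise, with a chi-square per degree of freedom between 16.9 and 53.7, so no libraries were sequencing duplicates of each other.

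UtyGT was compared with WT by limma-trend (limma 3.58.1 in R 4.3.3) on log2(normalised count + 1), over the 16202 genes with a mean of at least 10 across the 6 libraries, out of 54232 genes in the table and 29351 with any value above 0. Tests were two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Log2 fold changes are UtyGT over WT with limma's standard error (SE), intervals are 95% intervals from the same fit, and values of a group are means ± SD. Differences between the numbers 11, 15 and 31 were tested with a limma F test that had the group as a covariate. The comparison, its covariates, the alternatives and the gene lists were fixed before the data were examined. Some lists hold genes that the study had named, in part from these same libraries. On simulated data with the same libraries and 16202 genes, limma called 86% of genes changed by 4-fold, 40% of those changed by 2-fold and 6% of those changed by 1.5-fold, with 0 false calls. On the same simulated data, edgeR 4.0.16 and DESeq2 1.42.0 called 88% and 90% of the genes changed by 4-fold, with 1 and 16 false calls. Changed genes all had a mean of at least 50. Simulated genes varied independently, with the spread typical of genes of like mean and no difference between numbers. These shares therefore do not give the power in the real libraries.

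Libraries of equal number deviated together from their group means. Across genes, which are not independent replicates, the correlation of deviations was 0.25 for number 11, 0.80 for number 15 and 0.41 for number 31. It was 0.73 for WT 11 with UtyGT 31 and 0.41 for WT 31 with UtyGT 11. The data thus pair the number 15 libraries, but do not favour equal numbers over crossed ones for 11 and 31. Labels do not state the pairing either, so pairs of equal number are an assumption for numbers 11 and 31. A fit with the number as a block was run beside the fit without it, and its value is given where it changes a call. The first principal component, with 73.3% of the variance, separated both number 15 libraries from the other 4.

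Gene lists were tested with camera at a preset correlation of 0.01 between genes, repeated with an estimated correlation, and with fry, which tests whether a list's genes move on balance in 1 direction. Of the 29 lists, 27 had at least 3 measured members and were tested. The lists were the protein-coding genes of the male-specific region of the Y chromosome (MSY), transcripts within introns of Uty and Ddx3y, X homologs of MSY genes, genes near regions of accessible or acetylated chromatin named by the study, nuclear long non-coding RNAs, the contractile apparatus, calcium handling and ion channels, atrial and ventricular cardiomyocyte markers, hypertrophy and wall stress, the glucocorticoid and fasting response, the circadian clock, immediate early genes, cytosolic ribosomal proteins, translation initiation factors, a smaller set of such factors named by the study, DEAD/DEAH-box helicases, splicing factors, regulators of histone methylation, the nuclear-encoded respiratory chain, mitochondrially encoded genes, histones, abundant structured RNAs, and markers of fibroblasts, endothelium, mural cells, leukocytes and erythroid cells. A further list, with too few measured members for the set test, is not reported. The histone list was defined by a name pattern, which also took H13, not a histone, and H1f0, a replication-independent linker histone. List tests of number 15 against the other numbers were chosen after its separation had been seen.

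Named genes were all measured members of the MSY, intronic transcript, X homolog and chromatin-region lists with Mybphl, genes past the threshold, the 5 genes of smallest p in each direction as values that did not pass, and, for other lists, the 4 members with the highest mean and those past the threshold over the list alone. Genes named outside this rule were chosen after their values were seen: Gm18665, clock, atrial, haemoglobin and leukocyte genes beyond the 4 of highest mean, the genes higher in number 15, and Il6ra, Il10ra, Ciita and the class II genes.

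Alternatives changed the pseudocount (0.5 or 5), the filter (none, or a mean of at least 50), the scaling (trimmed mean of M values, or quantile), the variance prior, the block, the test (edgeR or DESeq2 on recovered reads, with and without the block), the input table, and the libraries, leaving out each in turn. Leaving out number 15, taking it as a covariate, and the block with DESeq2 were added after the number 15 libraries had been seen to stand apart. Coordinates are from the GENCODE annotation of GRCm38. Transcripts that the study added to its own annotation are absent from the deposited tables and were not analysed.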

Results

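Nuclear RNA of PCM1-sorted cardiomyocyte nuclei from left ventricles was measured in 3 WT and 3 UtyGT libraries, with between 18204752 and 23252887 gene reads each. Gm26917 took between 12.1% and 18.5% of the reads of a library and Malat1, a long non-coding RNA that stays in the nucleus, between 7.18% and 8.67%. The most abundant cardiomyocyte transcript, Ttn, which encodes the sarcomere spring titin, took between 5.36% and 7.69%. Mitochondrially encoded genes took between 1.88% and 2.91%. Xist, the RNA of the inactive X chromosome, had between 3 and 11 reads per library.

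The comparison of UtyGT with WT addressed which nuclear transcripts differ when the Uty gene carries the trap, at its own locus, at its neighbours and elsewhere in the genome. The fall at Uty, the Y-linked relative of the histone demethylase gene Kdm6a, was nearly complete. Uty (ENSMUSG00000068457, GRCm38, minus strand of chromosome Y, 1096861 to 1245759) had a normalised read count of 1286 ± 65.1 in WT and 18.7 ± 4.13 in UtyGT (SD, n = 3 each), a 68.8-fold difference. Its neighbour Ddx3y, which encodes a DEAD-box RNA helicase (ENSMUSG00000069045, minus strand, 1260771 to 1286629), had 1229 ± 97.2 in WT and 192 ± 91.1 in UtyGT, 15.6% of the WT level. Eif2s3y, for a subunit of a translation initiation factor (ENSMUSG00000069049, plus strand, 1010543 to 1028847), stood at 64.4% of WT, with 733 ± 55.1 and 472 ± 93.3. Kdm5d, for a histone lysine demethylase (ENSMUSG00000056673, plus strand, 897788 to 956786), stood at 68.8% of WT, with 1135 ± 26.6 and 781 ± 128. All 4 genes were lower in 3 of 3 pairs of libraries with equal number.

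By limma over all genes, the log2 fold change of Uty was −6.05 (SE 0.18; interval −6.49 to −5.62; adjusted p = 0.000113), and that of Ddx3y was −2.82 (SE 0.38; interval −3.72 to −1.91), which did not pass (adjusted p = 1.00). Ddx3y passed with the replicate block (adjusted p = 0.0291) and with DESeq2 (2.70e-14), and its adjusted p ranged from 2.70e-14 to 1 over 22 alternatives, of which it passed in 5. The log2 fold change of Ddx3y did not pass with the block in edgeR (adjusted p = 0.0611). UtyGT 31 had the lowest Ddx3y count, 87.8 against 230 and 257 in the other UtyGT libraries. Without UtyGT 31 the log2 fold change was −2.33 and passed (adjusted p = 0.00707). Eif2s3y (−0.65, SE 0.16) and Kdm5d (−0.55, SE 0.13) did not pass over all genes. As a list, MSY protein-coding genes fell, with 4 measured members and a median of −1.73 (camera adjusted p = 1.45e-15; adjusted p = 0.102 with an estimated correlation; fry adjusted p = 0.00243, or 0.133 with the replicate block). Adjusted over the list alone, 4 of 4 passed and were lower, with adjusted p = 0.00446 for Eif2s3y and Kdm5d, against 1 of 4 over all genes. These list results are not independent evidence. The list holds the trapped gene, and the study had named all 4 genes from these same libraries. Usp9y and Zfy1 had at most 2 reads in any library, and Zfy2, Sry, Uba1y and Rbmy had 0 in each of the 6.

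**Figure D1:**
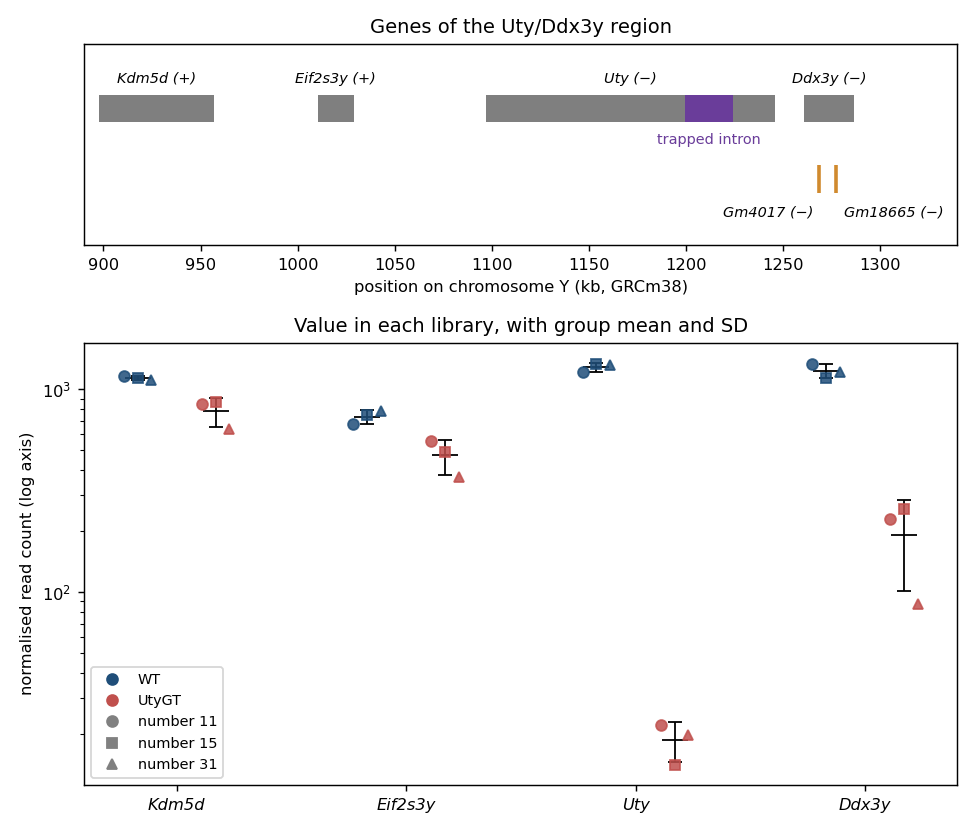
The upper panel maps the genes of the region on chromosome Y in kb (GRCm38), with the trapped intron of Uty and strand signs; Gm4017 and Gm18665 are marked by lines at their midpoints, wider than the transcripts. The lower panel shows the normalised read count (log axis) in each library, with the group mean and SD; UtyGT lies at 18.7 for Uty and 192 for Ddx3y, against 1286 and 1229 in WT.

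The trap was placed in the intron after the fourth exon of Uty, which spans 1199514 to 1224496 (24983 bp) in the transcript with 27 exons. Ddx3y lies upstream of the 5′ end of Uty, on the same strand. A pair of small annotated transcripts lies within Ddx3y introns on its strand. Gm4017 (ENSMUSG00000101059, 1268548 to 1268885, intron 7 of the transcript with 17 exons) had 33.1 ± 4.73 in WT and 4.30 ± 3.72 in UtyGT, with 0 in UtyGT 31, and a log2 fold change of −3.15 (SE 0.81; adjusted p = 1.00 by limma). The log2 fold change of Gm4017 was −2.19 without UtyGT 31 and ranged from −3.72 to −2.13 over 21 alternatives, passing over all genes in 0 of them. It was the only measured member of the list of intronic transcripts, which was too small for a set test. It passed adjusted over the list alone (0.00620), which is not independent evidence, since the study chose the list. Gm18665 (ENSMUSG00000099809, 1277313 to 1277582, intron 6), named after its values were seen, had 26.0 ± 6.03 and 4.65 ± 4.04, with 0 in UtyGT 31 and a log2 fold change of −2.73 (SE 0.85), or −1.74 without that library. Reads of unspliced Ddx3y RNA may be counted for both transcripts.

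In the authors' deposited table of 6 libraries, 2 genes passed adjusted p 0.05, Uty (log2 WT over UtyGT 6.12) and Ddx3y (2.68, adjusted p = 2.95e-05). The authors' deposited table of 4 libraries, without number 15, also had 2, Uty (5.90) and Ddx3y (3.14, adjusted p = 7.20e-14).

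No difference was detected in the X-linked relatives of the Y genes. Among 8 measured X homologs the log2 fold changes lay between −0.02 and 0.14, 0 passed over all genes or adjusted over the list alone, and the camera adjusted p was 0.452. For Kdm6a, the X homolog of Uty, it was 0.05 (interval −0.23 to 0.33). For Ddx3x it was 0.14 (interval −0.09 to 0.38) and for Eif2s3x −0.01 (interval −0.47 to 0.44). Genes near chromatin regions that the study singled out by accessibility or histone acetylation also gave 0 calls on either scale among 8 measured, with a median of 0.07 and camera adjusted p = 0.265. Malat1 was at 0.03 (interval −0.73 to 0.79), Neat1, the scaffold of paraspeckles, at 0.02 (interval −0.35 to 0.39), Zbtb16 at −0.20 and Myh7, the slow myosin heavy chain, at 0.24. The limma interval of Malat1 draws in part on the spread of genes of like mean. In the authors' deposited fit of 6 libraries Malat1 was at −0.03 (log2 WT over UtyGT, SE 0.10). Over 22 alternatives its log2 fold change ranged from −0.11 to 0.11. Dynlt1b was at 0.28, Tmem181a at 0.23, Plin4 at 0.10 and Tmem181b-ps at −0.02. En2 had at most 8 reads in any library and Gm29719 had 0.

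Beyond Uty, no other gene passed between the groups in the limma fit without the block. By limma, 0 genes rose and 1 fell. An unadjusted p under 0.05 was reached by 195 genes (103 higher, 92 lower), which is 1.20% of the genes tested. With the replicate block it was reached by 399 genes (2.46%). Were no gene different, a share near 0.05 would be reached on average, so both fits gave fewer small p-values than that. Few calls therefore do not show that few transcripts differ. DESeq2 and the replicate block each gave 0 higher and 2 lower, Uty with Ddx3y, and edgeR gave 0 higher and 1 lower. The median absolute log2 fold change over all genes was 0.10. The highest-ranked genes with higher values in UtyGT, none of which passed, were Wee1, a kinase that restrains entry into mitosis (0.57, SE 0.14), Cnnm2 (0.36, SE 0.09), Gclm, for a subunit of the rate-limiting enzyme of glutathione synthesis (0.48, SE 0.12), the kinase Sik1 (0.49, SE 0.13) and Masp1 (0.40, SE 0.11), each higher in 3 of 3 pairs. Those with lower values were Ddx3y, Gm37006 (−1.26, SE 0.26), Acta2, the smooth muscle actin (−0.57, SE 0.12), Kdm5d and Eif2s3y, each lower in 3 of 3 pairs.

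Atrial cardiomyocyte markers were lower in UtyGT than in WT, although the tissue was ventricle. Of 8 measured, 8 had a negative log2 fold change, with a median of −1.53. Mybphl, a myosin-binding protein (ENSMUSG00000068745, chromosome 3), had 72.5 ± 29.0 in WT and 18.7 ± 12.1 in UtyGT (SD, n = 3 each; log2 fold change −1.99, SE 0.52). Sln, an inhibitor of the calcium pump of the sarcoplasmic reticulum, was at −1.89 (SE 0.49), the atrial myosin light chains Myl4 and Myl7 at −1.57 and −1.49, and Nppa, for atrial natriuretic peptide, at −1.07. By limma, 0 of the 8 passed over all genes, and 6 passed adjusted over the list alone, all lower: Mybphl, Sln, Myl4, Myl7, Nppa and Dkk3. The list fell by camera (adjusted p = 1.78e-10), a call lost with an estimated correlation (adjusted p = 0.433) and not made by fry (0.618). The median over the markers was −2.15 between the number 11 libraries, −2.54 between those of number 15 and 0.00 between those of number 31. Ventricular cardiomyocyte markers, 8 measured with a median of 0.01, did not pass (camera adjusted p = 0.322), with the ventricular myosin light chain Myl2 at 0.01 and Myl3 at 0.17.

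**Figure D2:**
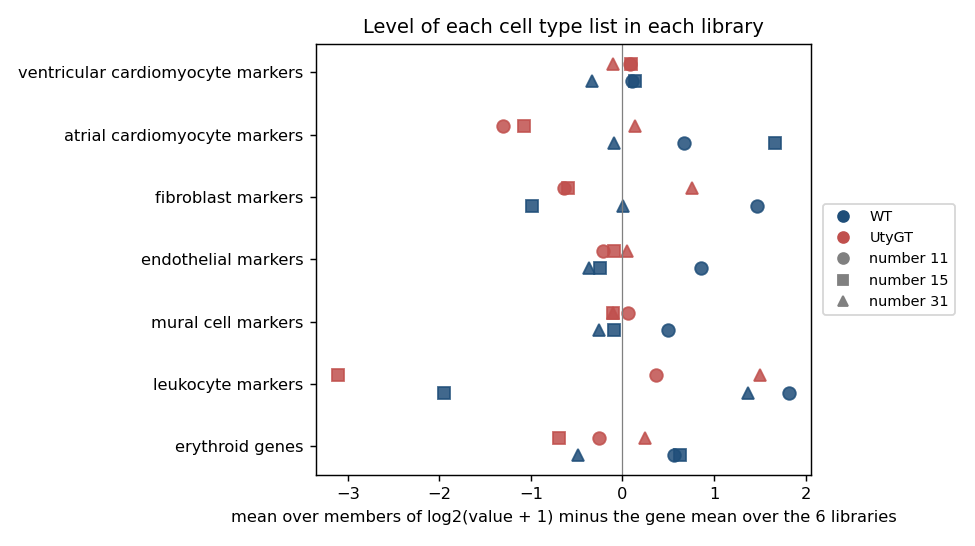
Level of each cell type list in each library: the horizontal axis is the mean over members of log2(normalised count + 1) minus each gene's mean over the 6 libraries, 1 point per library. Atrial markers ran from −1.31 in UtyGT 11 to 1.66 in WT 15, and leukocyte markers were lowest in WT 15 (−1.94) and UtyGT 15 (−3.10).

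The circadian clock list differed between the groups by camera at the preset correlation. Of 19 measured genes 15 were above 0, with a median log2 fold change of 0.19 and a mean of 0.07. Among them were Dbp (0.49, SE 0.15), Ciart (0.39), Per1 (0.33) and Hlf (0.26). The clock activators Arntl (−0.82, SE 0.35), Npas2 (−0.27) and Clock (−0.21) and the repressor Nfil3 (−0.53) were below 0. By limma, 0 members passed over all genes and 0 adjusted over the list alone, while the list passed the set test with higher values in UtyGT (camera adjusted p = 0.0110; adjusted p = 0.404 with an estimated correlation; fry 0.496). It did not pass with the replicate block (adjusted p = 0.0583; range over 22 alternatives 0.000230 to 0.196), no filter (0.0943), quantile scaling (0.0601) or the table of 4 libraries (0.0994), nor without WT 11 (0.196), WT 15 (0.0524), UtyGT 11 (0.104) or UtyGT 15 (0.0613). The pair medians were 0.23, 0.21 and −0.01 for numbers 11, 15 and 31.

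Cytosolic ribosomal protein and erythroid genes also had lower values in UtyGT. Of 78 ribosomal protein genes 63 were below 0, with a median of −0.08, Rplp0 at −0.08 and Rpsa at −0.02. Of 5 erythroid genes 5 were below 0, with a median of −0.47, the globins Hbb-bs at −0.60 and Hba-a1 at −0.47. In each list 0 members passed over all genes or adjusted over the list alone. The ribosomal list fell by camera (adjusted p = 0.00564; 0.854 with an estimated correlation), but not with the replicate block (0.104; range over 22 alternatives 1.05e-11 to 0.899), no filter (0.0897) or the table of 4 libraries (0.847), nor without WT 11 (0.605), WT 15 (0.417), UtyGT 11 (0.538) or UtyGT 15 (0.424). The erythroid list fell by camera (adjusted p = 0.0212; 0.854 with an estimated correlation), but not with the block (0.104; range 3.83e-06 to 0.932) or the table of 4 libraries (0.932), nor without WT 11 (0.262), WT 15 (0.351), UtyGT 11 (0.110) or UtyGT 15 (0.424). Pair medians had both signs, at −0.28, −0.23 and 0.28 for ribosomal protein genes and −0.80, −1.38 and 0.78 for erythroid genes.

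Marker lists of fibroblasts, endothelium, mural cells and leukocytes did not pass between the groups. Fibroblast markers had a median of −0.39 over 12 genes (camera adjusted p = 0.222), with Col3a1 at −0.54 (SE 0.63), and pair medians of −2.08, 0.28 and 0.60. Endothelial markers were at −0.11 over 12 (0.265) and mural cell markers at −0.02 over 9 (0.265). Leukocyte markers were at −0.80 over 10 (0.219), with Lyz2, the macrophage lysozyme, at −0.99 (SE 1.28) and Csf1r, the receptor for macrophage colony-stimulating factor, at −0.80 (SE 1.44). Adjusted over the list alone, 1 gene passed in these 4 lists, Acta2 among mural cell markers (adjusted p = 0.0177; 0.0603 with the block). With the replicate block the leukocyte list fell by camera (adjusted p = 7.42e-08; range over 22 alternatives 8.72e-22 to 0.829; 0.844 with an estimated correlation), but not by fry (adjusted p = 0.981). With the block, 9 of its 10 members passed over the list alone. The estimated correlation between these members was 0.995 without the block, so they are not separate evidence. Pair medians of the leukocyte list were −1.41, −1.09 and 0.09 for numbers 11, 15 and 31. Without WT 15 the fibroblast and leukocyte lists fell, with medians of −0.93 and −2.07 (0.000731 and 0.00175), as they did without UtyGT 31, with −0.85 and −1.80 (0.00126 and 0.00228). Over the 22 alternatives the leukocyte median ran from −2.07 to 0.57. Without WT 31 the endothelial and mural lists fell, with −0.32 and −0.30 (0.00765 and 0.0292), while without WT 11 the endothelial list rose (2.96e-05; median 0.26). The fibroblast list also fell with edgeR (0.0228) and DESeq2 (0.00506), the endothelial list with DESeq2 (0.0185) and the leukocyte list with edgeR (0.0228). In the table of 4 libraries, without number 15, the fibroblast and leukocyte lists fell (0.0137 and 0.000527).

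By limma over the 6 libraries, no list of the cardiomyocyte's own machinery or stress responses passed, though 5 of the 7 passed in some alternatives. Contractile genes had a median of 0.03 over 24 (camera adjusted p = 0.265), with Ttn at −0.05, Myh6 at 0.10 and the troponin gene Tnnt2 at 0.06. Calcium handling and ion channel genes were at 0.05 over 20 (0.134), with the calcium release channel Ryr2 at 0.09 and the calcium pump Atp2a2 at 0.07. Hypertrophy and wall-stress genes were at −0.03 over 12 (0.537), with Nppb at −0.22. Glucocorticoid and fasting genes were at 0.10 over 18 (0.261), with Pdk4 at −0.08, and immediate early genes at 0.06 over 17 (0.0546), with the phosphatase gene Dusp1 at 0.27 (SE 0.09). Nuclear-encoded respiratory chain genes were at 0.03 over 90 (0.265) and mitochondrially encoded genes at 0.09 over 10 (0.556), with mt-Co1 at 0.09. In these 7 lists 0 members passed over all genes or adjusted over the list alone. Leaving out 1 library made a call for calcium handling (higher without WT 15, 0.000398), immediate early genes (higher without WT 11, 1.05e-05, UtyGT 11, 0.0454, or UtyGT 15, 0.00561), glucocorticoid and fasting genes (higher without UtyGT 11, 0.0472), mitochondrially encoded genes (higher without UtyGT 15, 0.0495) and the respiratory chain (higher without WT 15, 4.15e-08, and lower without WT 31, 0.0216). Immediate early genes also passed as higher with scaling by the trimmed mean of M values (0.0453), edgeR (0.0228) and DESeq2 (0.0232), with and without the block (0.0348 and 0.0260 with it). Calcium handling genes passed as higher with edgeR (0.0405), DESeq2 (0.0332), and both with the block (0.0358 and 0.0156). Glucocorticoid and fasting genes passed as higher with the block in edgeR (0.0147) and DESeq2 (0.00816). In the table of 4 libraries, calcium handling (0.00197), respiratory chain (5.39e-07) and mitochondrially encoded genes (0.00724) passed as higher.

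Apart from ribosomal proteins, no list of RNA processing, translation or chromatin genes passed. Translation initiation factors had a median of 0.00 over 50 (camera adjusted p = 0.882), with Eif4g1 at 0.05, and the smaller set of 6 that came from whole ventricles was at 0.03 (0.882), with Eif3h at −0.14. DEAD/DEAH-box helicases were at 0.00 over 49 (0.595), with Ddx5 at −0.01 and Ddx17 at 0.09. Splicing factors were at 0.01 over 98 (0.671), with Rbm20, a regulator of titin splicing, at 0.05 and Hnrnpl at 0.15. Regulators of histone methylation were at 0.02 over 23 (0.720), with the methyltransferase gene Kmt2d at 0.05. Nuclear long non-coding RNAs were at 0.03 over 18 (0.533), with a mean of −0.06, the opposite sign to the median and the test, and Mhrt at 0.04. Translation initiation factors and splicing factors also had means of the opposite sign to the median and the test, at −0.00 each. Histone genes were at −0.08 over 37 (0.264) and structured RNAs at 0.14 over 12 (0.222), with Rn7sk, which restrains transcription elongation, at −0.15. In these 8 lists 0 members passed over all genes or adjusted over the list alone. Leaving out 1 library made a call for histone genes (lower without WT 31, 0.0239, or UtyGT 31, 0.000916) and structured RNAs (higher without WT 11, 0.00956).

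The numbers 11, 15 and 31 were compared because the procedure had been repeated on several days. Leukocyte genes fell in the number 15 libraries of both groups. Against numbers 11 and 31, with the group as a covariate, the median over 10 leukocyte markers was −3.90, a 14.9-fold lower level. The macrophage genes Csf1r, Cd163, Mrc1 and Lyz2 were 15.5-fold, 21.9-fold, 15.3-fold and 11.5-fold lower. By the limma F test 776 genes differed between numbers, against 1550 at an unadjusted p under 0.05. Of the 776 genes, 771 were lower and 5 were higher in number 15. Those 5 were Angptl4, an inhibitor of lipoprotein lipase (2.76-fold), Pdk4, a kinase that restrains pyruvate oxidation (3.16-fold), the mitochondrial carrier Ucp3 (2.08-fold), Gm25395 and Gm23119. EdgeR gave 627 genes and DESeq2 842, and limma without a variance trend gave 0. Without WT 15 the count was 369, without UtyGT 15 it was 462, without UtyGT 11 it was 1244, and with both number 15 libraries left out it was 0.

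Among the list members, 10 of 10 leukocyte markers passed the F test, as did the histone genes Hist1h2ab, Hist1h2ak and Hist1h4k (between −3.62 and −3.53), Rbm47 (−4.25), Nppb (−0.74) and the 3 fasting genes Angptl4, Pdk4 and Ucp3. Adjusted over the list alone, 10 leukocyte, 5 glucocorticoid and fasting, 5 histone, 2 hypertrophy and 1 splicing gene passed. By camera, leukocyte markers (adjusted p = 1.21e-14), fibroblast markers (0.00316, median −1.15), immediate early genes (0.0167, −0.30) and histone genes (0.0377, −0.24) were lower in number 15, and respiratory chain genes (8.44e-07, 0.17) and calcium handling genes (0.0167, 0.13) were higher. With an estimated correlation the adjusted p was 0.946 for each of these 6 lists. A test of whether the group difference itself differed between number 15 and the other numbers gave 0 genes by limma, against 654 at an unadjusted p under 0.05.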

Values the study reported

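For nuclear RNA of sorted cardiomyocytes, the study gave expression values in FPKM (mean ± SD) of 18.3 ± 3.7 in UtyGT and 1146.2 ± 72.6 in WT for Uty. For Ddx3y it gave 191.9 ± 91.1 and 1229.1 ± 97.5, a ratio of 0.16. For Eif2s3y the values were 471.9 ± 93.1 and 732.6 ± 54.7, a ratio of 0.64, and for Kdm5d the ratio was 0.69. Neither Eif2s3y nor Kdm5d was significant in the study's nuclear RNA, and it called the Eif2s3y fall a trend. In whole ventricles and isolated cardiomyocytes the study reported the opposite, higher Eif2s3y in UtyGT. The Ddx3y and Eif2s3y values nearly equal the normalised read counts given above, so despite the unit they are not a separate measure.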

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

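The alternatives with number 15 left out or as a covariate, and the block with DESeq2, were chosen after the data had been seen, while the others were planned. The count of genes higher in UtyGT was 0 in all 22 alternatives, and Uty passed in all 22, with a log2 fold change between −6.18 and −5.78. The count of lower genes, 1 in the fit as reported, was 2 with the replicate block, 2 with DESeq2, 2 with number 15 as a covariate and 4 with the block and DESeq2 (Uty, Ddx3y, Lyz2 and Apoe). Without 1 library it ran from 1 to 2, the latter without UtyGT 31. Lists passing, 5 as reported, numbered 3 with no filter, 3 with the replicate block, and 9 each with edgeR, DESeq2, the block with edgeR and the block with DESeq2. Without 1 library they ran from 4 (without UtyGT 11 or 15) to 9 (without WT 31). By limma, apart from Ddx3y, the clock, ribosomal, erythroid and leukocyte lists by camera and MSY genes by fry, the block changed no call over all genes or of a list. With edgeR the block added the glucocorticoid and dropped the fibroblast list. With DESeq2 it added Lyz2, Apoe and the glucocorticoid and leukocyte lists and dropped the fibroblast and endothelial lists. MSY genes and atrial markers passed camera at the preset correlation in all 22. With an estimated correlation 0 lists passed, and the adjusted p was 0.102 for MSY genes and 0.433 for atrial markers, or 0.844 for each with the block. Genes differing between numbers, 776 as reported, were 478 with a mean of at least 50, where fewer genes are tested, 0 without the variance trend, 0 in the day-effect table and 0 with both number 15 libraries left out, which both lack the libraries that stand apart. Without 1 library they ran from 369 to 1244. List medians reversed for ribosomal proteins in the day-effect table and with number 15 left out (0.0115 and 0.00599, not passing), for endothelial markers without WT 11 (0.259; lowest among fits without 1 library −0.325, without WT 31) and for the respiratory chain without WT 31 (−0.0639; highest among fits without 1 library 0.122, without WT 15). Except where fewer genes or libraries were tested, the cause was not tested. Of 2613 values for 119 named genes, 2607 kept their side of the threshold and 6 newly passed. Of 594 for 27 lists, 521 kept theirs, 45 newly passed, 24 no longer passed and 4 reversed. The sign changed, with a pass in neither the fit as reported nor that alternative, in 206 of the gene values and 41 of the list values. Depth, 18204752 to 23252887 reads per library, limits genes with few reads, such as Gm4017.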

Other observations

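All tests in this part were chosen after the result was seen, with the following exceptions. These were the F test between numbers and the tests of ventricular markers, the most abundant genes' share, antiphase clock genes and library splits. SE in this part is taken over the genes of a list, which are not independent replicates. It leaves out the spread between libraries.

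Of the 776 genes that differed between replicate numbers, the 10 of smallest p in the F test of limma included H2-Ab1, H2-Aa and H2-Eb1, which encode class II histocompatibility molecules, Cd74, their invariant chain, and Ciita, the regulator of their transcription. Their log2 differences of number 15 from the other numbers were −3.94, −3.46, −3.73, −3.65 and −3.41, each with adjusted p = 0.000465. The cytokine receptor genes Il6ra (−4.59) and Il10ra (−4.65) had the same adjusted p. Apoe, which macrophages and other cells make, was 7.99-fold lower in number 15. On the Y chromosome, UtyGT 31 was the lowest library for Kdm5d (634), Eif2s3y (370.1) and Ddx3y (87.8), though not for Uty (19.9). The normalised read count of Uty in WT was 1286. That is higher than the value quoted from the study above.

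The first pattern is that atrial cardiomyocyte markers were lower in UtyGT. Ventricular markers did not fall with the atrial ones, with a median log2 fold change of 0.01 (0.0079, SE 0.04). They cannot decide on a general loss of cardiomyocyte RNA. Values are divided by 1 size factor per library, which would remove a loss shared by most genes. The 8 atrial markers rose and fell together between libraries of 1 group. The mean pairwise correlation of their within-group deviations was 0.74. Unequal amounts of RNA from atrial cardiomyocytes would give this, and the PCM1 sort would not remove these nuclei. Genes that are regulated together would also give it, so the measure does not tell these apart. It was 0.66 for respiratory chain genes and 0.86 for mitochondrially encoded genes, though 0.00 for clock genes, a list that mixes genes of opposite phase. Among the other cell type lists it was 0.995 for leukocyte, 0.96 for fibroblast, 0.91 for erythroid and 0.83 for endothelial genes. It was 0.46 for ventricular and 0.07 for mural cell markers. All 8 markers were measured in these ventricular libraries, Nppa is also in the hypertrophy list, and Nppa (1496 ± 683 in WT) and Myl4 (461 ± 250) were the most abundant. An effect of the gene trap of the same size in every pair of libraries, as the whole cause, cannot be told apart. The pair medians were −2.15, −2.54 and 0.00, and their highest and lowest lay 2.55 apart. The libraries of a group give a difference of 2 pairs a spread of 1.66. The gap did not exceed the bound of 1 by more than that spread. Gap and spread come from the same libraries, however, so this comparison cannot decide the question. The pair medians also rest on pairing libraries of equal number, which is in part an assumption. Another pairing would give other medians.

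The second pattern is that leukocyte genes were lower in the number 15 libraries of both groups. One equal change in the share of all non-cardiomyocyte types is argued against, since the mural and leukocyte medians lay 3.82 apart (log2, SE 0.20). A few abundant RNAs taking another share of the reads is also argued against, since the share of the 5 most abundant genes in both number 15 libraries (2 of 2; 39.6% and 40.0%) lay inside the range of the other libraries. Less leukocyte RNA in the number 15 sorts stays open: over 20 other leukocyte genes the median difference was −3.65 (SE 0.14), but these genes were taken after the fall had been seen and do not test its cause. The PCM1 sort was meant to remove leukocyte nuclei, none of the 10 markers is in another list, and the labels give no biological difference for the numbers, so that no biological explanation was tested.

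The third pattern is that the clock list passed as higher in UtyGT by camera at the preset correlation, while 0 members passed. It did not pass camera with an estimated correlation (adjusted p = 0.404) or the replicate block (0.0583), nor fry (0.496). Another time of day at collection may account for the pattern. The 5 antiphase genes, among them Arntl, Npas2, Clock and Nfil3, had a median of −0.27 (SE 0.14). The other 14 were all above 0, with a median of 0.21 (SE 0.03). Between the number 31 libraries both medians were near 0, at −0.01 and −0.00. Acute stress or handling before collection cannot be told apart, since immediate early genes had a median of 0.0570 (SE 0.06) and glucocorticoid and fasting genes without the clock genes 0.10 (SE 0.07), neither clear of the bound. An effect of the trap on the clock stays open as untested.

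The 6 libraries allow 10 splits of 3 against 3, too few for a share under 0.05. Since a split and its mirror are 1, the other splits were counted by the larger of their directions. For genes higher in UtyGT the real count was 0, which all 10 splits necessarily reach, and the highest other was 596. For genes lower in UtyGT the real count was 1, the highest other was 596, and 2 of 10 splits gave as many. For lists the real count was 5, the highest other 11, and 10 of 10 splits gave as many. The split with 596 genes set UtyGT 11 and both number 15 libraries against the rest, which points to a structure of the libraries around number 15. Among the other splits that part every pair of equal number, the highest counts were 0 genes and 8 lists, and the other splits put at least 1 pair on the same side.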
